A study of Saccharomyces cerevisiae with 4 samples. Its data were reported in "Bidirectional promoter activity from expression cassettes can drive off-target repression of neighboring gene translation" (2022).

How the data were processed

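The series held 4 libraries from the SK1 strain of budding yeast (*Saccharomyces cerevisiae*), a strain used for meiosis experiments because its cells sporulate efficiently. Cells were collected 4 h after transfer to sporulation medium, which induces meiosis, following a 1 min exposure to cycloheximide, an inhibitor that holds ribosomes on mRNA. The labels give its concentration as 100 µM, whereas the methods of the study give it in mass per volume. Ribosome footprints (FP), the mRNA fragments that ribosomes protect from nuclease, and mRNA fragments were each sequenced from wild-type cells and from *dbp1Δ::kanMX6* cells, in which the *DBP1* ORF is replaced by a drug-resistance cassette. The labels place 1 library in each of the 4 combinations of genotype and assay. There were therefore no replicates, no difference between genotypes has a replicate check, and no test between genotypes was made.

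The deposited values are RPKM, reads scaled to the ORF length in kilobases and to the mapped reads of the library. The authors mapped reads to the SK1 genome, counted them per ORF, and divided each count by the ORF length and by the mapped reads of that library. The aligner, its settings, the annotation and the treatment of strand and of reads with several matches are not stated. The files list 6549 entries to 1 decimal place, of which 199 name several ORFs that share sequence and 199 are at 0 in all 4 libraries. No SK1 annotation was used here. Systematic names were paired with the gene table of the S288C assembly R64, which matched 5771 entries and served for names, gene order and ORF lengths. Its coordinates belong to another build and are not given.

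Translation efficiency (TE) was FP RPKM divided by mRNA RPKM, as in the study. Fold changes were plain ratios of RPKM, *dbp1Δ::kanMX6* to wild type or the inverse, with a pseudocount of 0. Summaries across entries used the 5552 entries with a mean of at least 10 RPKM over the 4 libraries. The plan called for a filter on reads if the files gave reads. They do not, so the planned substitute on RPKM was applied. A ratio was formed only where the values it needs were above 0, which left 5453 entries for footprints, 5551 for mRNA and 5452 for TE. Changes of at least 2-fold were counted in each direction.

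The number of reads was inferred from the low values. An RPKM value of a short ORF moves in steps set by 1 read, and the depth that brought the values of ORFs under 500 bp and under 20 RPKM closest to whole reads was taken. It was about 4120000 reads for the wild-type footprint library, 3260000 for the *dbp1Δ::kanMX6* footprint library, 2220000 for the wild-type mRNA library and 4770000 for the *dbp1Δ::kanMX6* mRNA library. At these depths 72.4%, 71.0%, 72.0% and 71.5% of the values used, in that order, fell on whole reads, where chance alone gave 16.0%, 12.9%, 8.97% and 16.8%. The share was below 100% in every library, and the ORF lengths came from R64 rather than SK1, so reads are given as inferred. The 95% intervals of FP and mRNA ratios are exact conditional (Clopper-Pearson) intervals of the inferred reads, and those of TE come from 100000 simulated draws. The floor of a library was 3 reads. Intervals and floors cover counting error only, between these libraries and not between genotypes, and reads without molecular identifiers are not independent molecules.

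Gene sets were compared with all entries by the median log2 change of the set and its percentile among 10000 random lists of the same size, matched on mean RPKM in 20 bins. *MRP51* and *DBP1* were left out of every set. The name pattern that defined the cytosolic ribosomal protein genes had also taken in *RPP1*, which the files describe as a subunit of RNase P and RNase MRP, and the pattern was corrected after the data were seen. These percentiles describe these libraries and are not tests. Before the data were examined, 10 sets were fixed, together with the comparisons, the filter, the alternatives and the rule for naming genes. The sets of iron-regulon, mevalonate and ergosterol, and late sporulation genes were listed after a first look at the data and before their values were computed. By the naming rule, genes named are *DBP1*, *MRP51*, *DED1*, YPL119C-A, the 5 listed entries on each side of *DBP1*, marker genes of laboratory strains, *TEF1* and *TEF2*, and the 3 largest rises and 3 largest falls of each measure among entries with a mean of at least 50 RPKM and at least 1 RPKM in every library. Any other gene named for its values is said to have been chosen after they were seen, or is the extreme of its set (*SWS2* and Q0160). *LEU2* and *HIS3*, on the list of marker genes, were not analysed here.

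The alternatives were pseudocounts of 1 and 0.1, filters at a mean of 1 or 50 RPKM or none, centring of the changes on their median, a trimmed-mean scaling (30% of log ratios and 5% of levels trimmed at each end), scaling without the 50 highest entries and the mitochondrially encoded ones, a 4-fold threshold, and random lists not matched on expression. A filter at 50 inferred reads and the removal of entries that name several ORFs were added after the data were seen. A change of setting was taken to move a fold change when the new value left its 95% counting interval, or differed by at least 0.5 on the log2 scale for entries with no ORF length. For counts and ranks the limit was a factor of 1.5, for correlations and set medians a 95% bootstrap interval over entries (1000 and 2000 draws), and for set percentiles a crossing of 5 or 95. The bootstrap, the log2 limit and the percentile limits were chosen after the data were seen.

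The procedures were tested on simulated data. The simulation had counting error alone, with no difference between cultures or preparations, and used the same ORF lengths as the inference. Of 200 entries with a mean of at least 50 RPKM given a 4-fold footprint change, 99.5% were called at 2-fold. Of 4864 unchanged entries, 0.555% were called. These are not rates for the real libraries. The intervals covered the true value in 94.5% of 400 ratios and 95% of 200 TE ratios of unchanged entries. They were computed from the simulated reads and true depths, so the use of inferred reads was not covered. The inferred depth was off by at most 0.0863%. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.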

Results

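Footprints and mRNA were each measured once in wild-type and *dbp1Δ::kanMX6* SK1 cells, 4 h into sporulation. *DBP1* encodes an RNA helicase that is a paralog of the translation initiation factor Ded1. The comparison asks how replacement of the *DBP1* ORF by the cassette alters mRNA abundance and translation across the genome in meiotic cells, and at the neighboring gene *MRP51* in particular. The 4 libraries held an inferred 2220000 to 4770000 reads. Of the 6549 listed entries, 609 were at 0 in the wild-type footprint library and 649 in the *dbp1Δ::kanMX6* footprint library, against 400 and 312 in the mRNA libraries. With 1 library per genotype and assay there is no replicate spread against which to set any difference. The intervals given are 95% intervals for counting error alone.

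The deleted gene was examined first, because it checks the labels. *DBP1* (YPL119C) footprints were 435.2 RPKM in wild type and 6.9 RPKM in *dbp1Δ::kanMX6* cells, 63.1-fold lower (46.3 to 87.2). *DBP1* mRNA was 131.5 RPKM in wild type and 2.9 RPKM in *dbp1Δ::kanMX6* cells, 45.3-fold lower (30.2 to 69.0). The mRNA decrease of *DBP1* ranked 1 among 5551 entries and its footprint decrease ranked 5 among 5453. Both *DBP1* values in the deletion were above the floor of 3 reads, at an inferred 42 footprint reads and 26 mRNA reads. The paralog *DED1* (YOR204W) had 1.41-fold higher footprints (1.33 to 1.49) and 1.15-fold higher mRNA (1.02 to 1.29). Its mRNA increase was smaller than that of the median entry and became a decrease (ratio to wild type 0.887) when changes were centred on that median, and its footprint increase was then 1.10-fold.

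*MRP51* (YPL118W) is the adjacent ORF upstream of *DBP1* and lies on the opposite strand of the left arm of chromosome XVI. It encodes a mitochondrial ribosomal protein. *MRP51* footprints fell from 47.0 RPKM in wild type to 5.6 RPKM in *dbp1Δ::kanMX6* cells, an 8.39-fold decrease (5.20 to 14.1) from an inferred 200 to 19 reads. *MRP51* mRNA rose from 96.8 to 173.8 RPKM, a 1.80-fold increase (1.55 to 2.09) from an inferred 222 to 858 reads. Its TE fell from 0.486 to 0.0322, a 15.1-fold decrease (9.34 to 25.1). Of these values the mRNA change depended most on scaling, and was 1.39-fold when changes were centred on the median of all entries. From the largest decrease, *MRP51* ranked 47 of 5453 entries for footprints and 5 of 5452 for TE. Its mRNA increase was unexceptional, at rank 1246 of 5551 from the largest increase. The 4 entries with a larger TE decrease were *SPS100*, *ECM8*, *SRD1* and *CLB3*, of which *SPS100* was looked up after its values were seen and had an inferred 1 footprint read in *dbp1Δ::kanMX6* cells. Each of these 4 had lower mRNA in *dbp1Δ::kanMX6* cells, unlike *MRP51*.

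**Figure D1:**
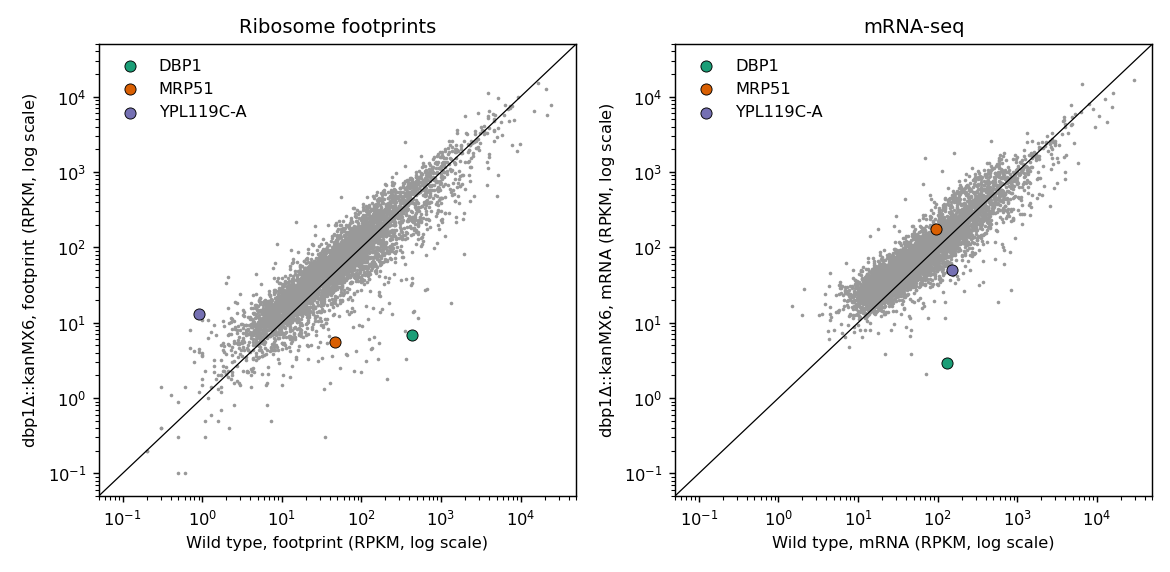
Footprint RPKM (left) and mRNA RPKM (right) of each entry past the filter and above 0 in both libraries, with wild type on the horizontal and *dbp1Δ::kanMX6* on the vertical axis, both on log scales, and the diagonal marking equal values. *MRP51* lies below the diagonal for footprints (47.0 and 5.6 RPKM) and above it for mRNA (96.8 and 173.8 RPKM), *DBP1* lies below it in both, and YPL119C-A lies above it for footprints, where its wild-type value is under the floor of 3 reads, and below it for mRNA.

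The listed entries around *DBP1* were compared to ask whether other neighbors changed. YPL119C-A, the next ORF on the other side of *DBP1* and on the same strand as it, had 0.9 RPKM of footprints in wild type, an inferred 1 read, and 12.9 RPKM in *dbp1Δ::kanMX6* cells, an inferred 11 reads. The wild-type value is under the floor of 2.76 RPKM. Against that floor footprints were 4.68-fold higher, which is not a lower bound, since with the counting error of both libraries the 95% interval reached down to 2.02-fold. YPL119C-A mRNA fell from 153.5 to 50.4 RPKM, 3.05-fold lower (2.20 to 4.31). Against the same floor its TE was therefore 14.2-fold higher, with a 95% interval that reached down to 7.61-fold. *IDI1* (YPL117C), the gene beyond *MRP51*, had 3.42-fold higher mRNA (2.86 to 4.14), a larger increase than 98.1% of entries, and 2.08-fold higher footprints (1.74 to 2.49). *VPS30* (YPL120W) mRNA was 2.14-fold higher (1.83 to 2.53), with footprints 1.34-fold higher (1.09 to 1.65). No footprint or mRNA change of *SPC29*, *RNY1*, *TFB2*, *MEI5*, *HOS3* or *BEM3* exceeded the 1.52-fold lower footprints of *SPC29*. TE was 1.89-fold lower for *TFB2* (1.21 to 2.95) and 1.60-fold lower for *VPS30* (1.24 to 2.06). The TE changes of *SPC29*, *RNY1*, *MEI5*, *HOS3* and *BEM3* were at most 1.32-fold in either direction. YPL114W was listed at 0 in 3 libraries, so no ratio was formed. The authors' treatment of strand is not stated, and reads from extended or antisense transcripts could not be separated from those of the annotated ORFs.

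**Figure D2:**
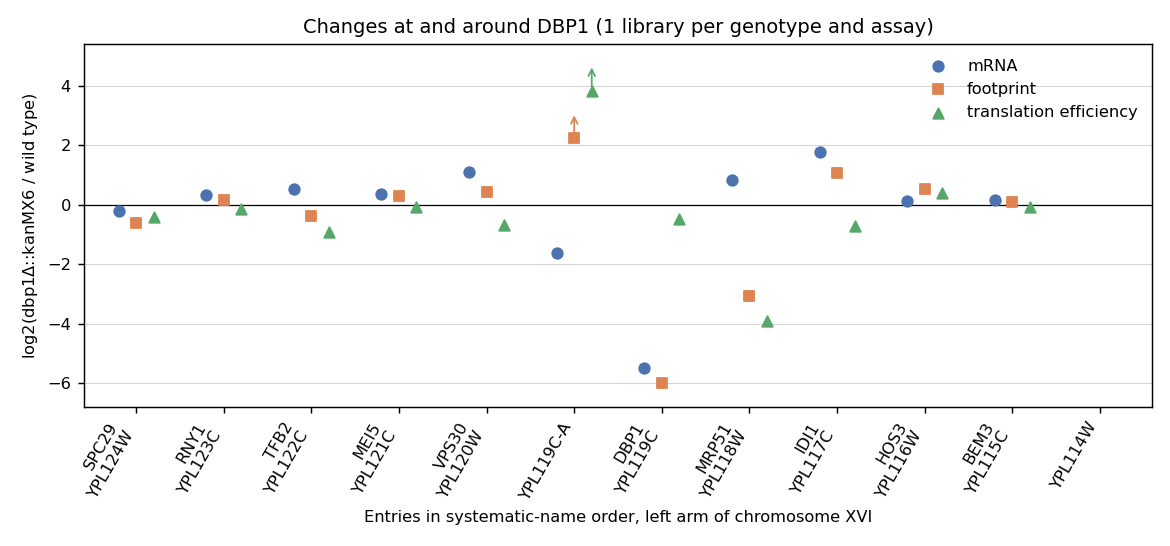
Log2 change, *dbp1Δ::kanMX6* over wild type, of mRNA (circles), footprints (squares) and TE (triangles) for *DBP1* and the entries on each side, in order of systematic name; each point compares single libraries, arrows mark values computed with the wild-type footprints at the floor of 3 reads, without the counting error of the other libraries, and YPL114W has no points because it was listed at 0 in 3 libraries. Apart from *DBP1* itself, the largest changes are the TE decrease of *MRP51* (15.1-fold) and the TE increase of YPL119C-A (at least 14.2-fold against the floor).

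Across the genome, the genotypes were related by a Pearson r of 0.906 for log2 footprint RPKM (Spearman rho 0.904) and 0.90 for log2 mRNA RPKM (rho 0.895). These are correlations across entries, which are not independent replicates, and the filter moved them most, to 0.838 and 0.840 at a mean of at least 50 RPKM. The median entry had a log2 change of 0.35 for footprints, 0.37 for mRNA and −0.07 for TE. Footprints were at least 2-fold higher for 822 entries and at least 2-fold lower for 449. For mRNA these counts were 922 and 232, and for TE they were 187 and 331. RPKM is relative to the mapped reads of each library, so an excess of increases does not show more translation or mRNA per cell. In bulk, the study reported lower polysomes and less amino acid incorporation in *dbp1Δ::kanMX6* cells during meiosis. The balance of increases and decreases depended on scaling, and also on the filter and the fold threshold. When changes were centred on their medians, 347 entries were higher and 697 lower for footprints, and 394 higher and 468 lower for mRNA. At a 4-fold threshold without centring, 66 entries were higher and 117 lower for footprints, and 57 higher and 45 lower for mRNA. Footprint and mRNA changes were correlated across entries, with an r of 0.714 and a rho of 0.666. Only 3 entries, 0.0550% of those with all 3 measures, combined mRNA at least 1.5-fold higher with footprints at least 4-fold lower. They were *MRP51*, *MES1* and *MNE1*, and the last pair was chosen after its values were seen. When both changes were taken relative to their medians, 0 entries did so.

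Among well-expressed entries, the largest footprint decreases were those of *SRD1* (116-fold, 43.9 to 417), *HXT10* (111-fold, 69.1 to 185) and YBR056W-A (72.3-fold, 41.5 to 141). The largest footprint increases were those of *RPL22B* (16.8-fold, 7.01 to 44.9), *CHA1* (14.4-fold, 11.2 to 18.8) and *RPS22B* (12.5-fold, 8.59 to 18.4). After *DBP1*, mRNA decreased most for *HXT10* (30.4-fold, 26.5 to 35.1) and *GAT4* (29.98-fold, 21.1 to 44.1). The largest mRNA increases belonged to the hexose transporter genes *HXT3*, *HXT6* and *HXT7*, at 22.1-fold for the entry that the 3 genes share, 11.4-fold for the entry shared by *HXT6* and *HXT7*, and 10.7-fold for *HXT6*. The shared entries show that these genes have sequence in common, so the division of reads among their entries is uncertain. TE decreased most for *ECM8* (19.2-fold, 11.5 to 38.2), *SRD1* (17.3-fold, 6.998 to 50.8) and *CLB3* (15.3-fold, 9.06 to 27.8). It increased most for YPR108W-A (9.51-fold), *RPL22B* (5.90-fold, 2.56 to 14.1) and an entry shared by YER190W, YGR296W, YJL225C and YNL339C (5.79-fold). YPR108W-A and the shared entries have no ORF length here and hence no interval.

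Marker genes were compared because strains can differ at them. The study lists the same alleles of *HO*, *LYS2*, *URA3* and *TRP1* for its wild-type and *dbp1Δ::kanMX6* strains, so no listed difference at these genes separates the genotypes. *URA3* mRNA was 1.37-fold higher (1.23 to 1.52), *LYS2* mRNA 1.12-fold higher (1.02 to 1.24) and *TRP1* mRNA 2.16-fold higher (1.58 to 3.03). When changes were centred on their median, the *URA3* increase was 1.06-fold, *TRP1* was 1.67-fold higher and *LYS2* became a decrease (ratio to wild type 0.869). Footprints as deposited were 1.26-fold higher for *URA3* (1.02 to 1.56), and this ratio became 0.992 after centring. The footprint intervals of *TRP1* (0.744 to 1.69) and *LYS2* (0.875 to 1.15) included no change, so the *TRP1* increase was seen for mRNA only. *HO*, which the study lists as *ho::LYS2* in both genotypes, had few reads. They were an inferred 14 and 4 footprint reads and 19 and 25 mRNA reads in wild type and *dbp1Δ::kanMX6* cells, too few to detect a difference. The entry shared by *TEF1* and *TEF2* was 1.82-fold higher for footprints and 1.63-fold higher for mRNA.

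Gene sets were examined for the stage of meiosis, the translation machinery and mitochondrial function. All 133 cytosolic ribosomal protein genes had higher footprints and higher mRNA in *dbp1Δ::kanMX6* cells as deposited. Their median log2 change was 1.27 for footprints and 1.37 for mRNA, above all 10000 matched random lists, and 0.92 and 1.00 relative to the median entry. Of these genes, 126 changed by more than the median entry for footprints and 129 for mRNA. All 28 middle meiotic genes, a set induced around the meiotic divisions, had lower footprints, with a median of −1.18 (−1.53 relative to the median entry). Their median mRNA change was −0.69 and their median TE change was −0.69, and each of the 3 medians was below all 10000 matched lists. Early meiotic genes did not share this decrease, with medians of 0.42 for footprints (90.4th percentile) and 0.53 for mRNA (99.6th percentile). Translation initiation factors had a median mRNA change of 0.75 (99.9th percentile) and a median footprint change of 0.46 (85.7th percentile).

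The other small-subunit genes of the mitochondrial ribosome, 33 in number, had a median TE change of −0.17 (20.0th percentile). The largest TE decrease among them was 2.23-fold, for *SWS2*, compared with 15.1-fold for *MRP51*. Their footprints changed little as deposited, with a median of 0.00, but were −0.34 relative to the median entry (1.12th percentile). The 44 large-subunit genes had a median footprint change of −0.18, or −0.53 relative to the median entry, below all 10000 matched lists, and a median mRNA change of −0.02 (0.01th percentile). Nuclear-encoded respiratory chain and ATP synthase genes had medians of 0.27 for footprints and 0.16 for mRNA, at the 83.9th and 87.0th percentiles of matched lists. These positions depended on the matching, and were the 28.2th and 5.59th percentiles of lists not matched on expression. Both medians became negative when changes were centred, and 26 of the 37 genes were below the median entry for mRNA. Of 15 mitochondrially encoded entries, 13 had higher mRNA, with a median of 1.11 (99.96th percentile). Several of these entries are not independent, since *COX1*, *AI1*, *AI2*, *AI3*, *AI4* and *AI5_ALPHA* also have a shared entry and hence sequence in common. The count and the percentile treat them as separate genes. Retrograde response targets had a median footprint change of 0.56 (96.2th percentile) and a median mRNA change of −0.04 (45.1th percentile). Heat shock chaperones had medians of 0.43 for footprints (89.7th percentile) and 0.15 for mRNA (60.8th percentile), and the latter became negative when changes were centred.

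**Figure D3:**
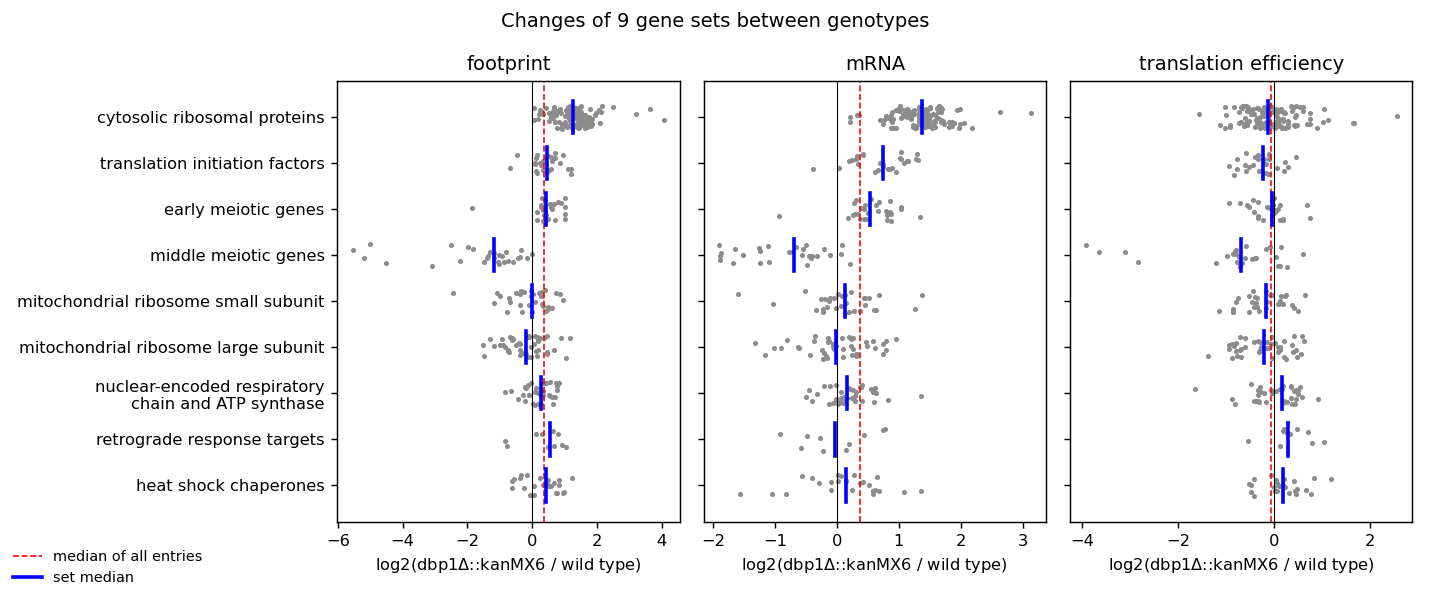
Log2 change, *dbp1Δ::kanMX6* over wild type, of footprints, mRNA and TE for the genes of 9 sets; each gray point is a gene past the filter, spread vertically at random for legibility, the blue bar is the set median, the solid line is 0 and the red dashed line is the median of all entries. Cytosolic ribosomal protein genes lie to the right for footprints and mRNA (medians 1.27 and 1.37), middle meiotic genes lie to the left (−1.18 and −0.69), and mitochondrially encoded genes are not drawn.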

Values the study reported

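For *MRP51* in the cassette deletion, the study reported translation 8.4-fold below wild type and mRNA 1.8-fold above it, which amounted to a 15-fold drop in TE.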

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

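The tests of counting error were chosen only after the results were seen, and the tests of scaling and of how many entries share a change were set beforehand. The entries listed here are those among the genes named by rule whose footprints and mRNA moved in opposite directions, each by at least 1.5-fold. They are not all such entries, since of 5452 with all 3 measures 32 had higher mRNA and lower footprints by that limit, and 12 had the reverse, as counted after the results were seen. Whether the changes in the 2 assays differ was not tested, since each rests on 1 library per genotype.

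For *MRP51*, mRNA was higher and footprints were lower in *dbp1Δ::kanMX6* cells, which gave a 15.1-fold lower TE. Counting error does not account for it, because the lower bound of the TE fold was 9.34. Scaling of the libraries does not either, because the lowest TE fold over 3 other scalings was 14.4. Of entries with all 3 measures, 0.0550% combined mRNA at least 1.5-fold higher with footprints at least 4-fold lower. Scaling altered the size of the mRNA change but not its direction, since it was still 1.39-fold higher after centring. The technical explanations tested do not account for the TE decrease, whereas a difference between individual cultures or library preparations could not be tested without replicates. A candidate explanation is an effect of the cassette on the transcript of its neighbor, for example a longer and poorly translated isoform. RPKM values per ORF carry no information on transcript ends, so this hypothesis was not tested here. The study did examine it, and from reads along the locus reported a 5′ extended *MRP51* mRNA in these cells. That mRNA carried 3 added upstream ORFs, translated at the expense of *MRP51*. The study also mapped the extended 5′ ends directly. It found lower *MRP51* translation in a separate dataset of mitotic cells with another cassette at *DBP1*.

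For YPL119C-A, mRNA was lower and footprints were higher, which gave a TE at least 14.2-fold higher with the wild-type footprints set to the floor of 3 reads. The footprint change rests on an inferred 1 and 11 reads. Counting error alone may be too small to produce it, since the lower bound of the footprint fold was 2.02, but the value comes from so few reads that a small number of misassigned reads would alter it. The ORF lies immediately downstream of *DBP1* on the same strand. A candidate explanation for the lower mRNA is that part of its wild-type mRNA reads come from the 3′ end of *DBP1* transcripts, which would be lost in the deletion. This was not tested, and it gives no reason for the higher footprints.

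The entry shared by YER190W, YGR296W, YJL225C and YNL339C had a 5.79-fold higher TE, with footprints of 1.8 and 4.4 RPKM and mRNA of 321.7 and 135.7 RPKM in wild type and *dbp1Δ::kanMX6* cells. It pools reads of repeated sequences and has no single ORF length, so its counting error is unknown. No biological explanation was tested.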

How the results depend on the processing

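The pseudocounts and the scalings left the footprint and TE changes of *MRP51* and both changes of *DBP1* within their counting intervals. The exceptions among the planned *MRP51* values were its mRNA change, 1.39-fold after centring on the median and 1.39-fold with trimmed-mean scaling, its mRNA rank, 486 of 3068 entries at a mean of at least 50 RPKM (the top 15.8% against 22.4%), and its TE rank, 2 with a pseudocount of 1. At least 2-fold changes were counted for 1271 entries for footprints, 1154 for mRNA and 518 for TE. The stricter filter and the 4-fold threshold can only lower these counts. At a mean of at least 50 RPKM they were 725 of 3046, 553 of 3068 and 247 of 3046, which as shares of the entries kept were 23.8%, 18.02% and 8.11%, against 23.3%, 20.8% and 9.50%. The share of increases among them was then 51.7% for footprints and 64.01% for mRNA. The 4-fold threshold gave 183, 102 and 78, and increases then made up 36.1% for footprints and 55.9% for mRNA. Centring and trimmed-mean scaling removed median log2 shifts of 0.35 for footprints and 0.37 for mRNA. They took the share of increases among 2-fold changes from 64.7% to 33.2% and 32.98% for footprints, and from 79.9% to 45.7% and 46.5% for mRNA. The correlation across entries for footprints was 0.917 at a mean of at least 1 RPKM, 0.838 at 50 RPKM, 0.917 without a filter, 0.916 with a pseudocount of 1 and 0.915 at 50 inferred reads. For mRNA it was 0.913, 0.840 and 0.917 under the same 3 filters and 0.910 at 50 inferred reads. The cause was not tested.

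Of 196 set medians under other settings, 29 moved and 13 changed direction. After centring and after trimmed-mean scaling, in that order, footprint medians were −0.34 and −0.35 for the mitochondrial small subunit, −0.53 and −0.53 for the large subunit, −0.078 and −0.080 for respiratory chain genes, 0.074 and 0.072 for early meiotic genes, 0.12 and 0.11 for initiation factors, and 0.92 and 0.92 for cytosolic ribosomal proteins. In the same order, mRNA medians were −0.24 and −0.23, −0.39 and −0.38, −0.21 and −0.21, 0.16 and 0.17, 0.38 and 0.39, and 1.00 and 1.01, and those of heat shock chaperones were −0.22 and −0.22. The TE median of early meiotic genes became 0.025 after centring. At a mean of at least 50 RPKM the large-subunit footprint median was −0.51, the mRNA median of mitochondrially encoded genes was 0.63, and the small-subunit medians turned to −0.14 for footprints and −0.07 for mRNA. Lists not matched on expression put respiratory chain TE at percentile 98.7, retrograde targets at 80.5 for footprints and 97.0 for TE, early meiotic mRNA at 88.2, and ribosomal protein TE at 15.7. Without crossing 5 or 95, they also took respiratory chain genes from 83.9 to 28.2 for footprints and from 87.0 to 5.59 for mRNA, heat shock chaperone mRNA from 60.8 to 8.82, and retrograde target mRNA from 45.1 to 5.10. The directions of the middle meiotic and ribosomal protein medians for footprints and mRNA did not change under the settings tried. The filters left these medians the same, and the scalings lower the changes of all entries. The middle meiotic direction was therefore not put to a test by these settings. The ribosomal protein medians could have changed direction through scaling, and stayed at 0.92 or more for footprints and 1.00 or more for mRNA.

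Around *DBP1*, a pseudocount of 1 moved none of the 27 values and centring moved 14. After centring, *SPC29* was 1.93-fold lower for footprints and 1.49-fold lower for mRNA, *RNY1* had ratios to wild type of 0.884 for footprints and 0.971 for mRNA, *TFB2* mRNA was 1.12-fold higher, *MEI5* had ratios of 0.954 and 1.00, *VPS30* of 1.05 and 1.66, *IDI1* of 1.64 and 2.64, and *HOS3* of 1.13 and 0.840, and the *BEM3* mRNA ratio was 0.871. Of 120 values of other named entries, 14 moved and 6 changed direction, all after centring.

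No paired analysis was possible because each genotype and assay had 1 library, and for the same reason leaving out a replicate was not possible. Depth limits the statements on YPL119C-A and *HO*, since their footprint values rest on few reads. It also limits those on *SPS100* and *SRD1*, with an inferred 1 and 4 footprint reads in *dbp1Δ::kanMX6* cells. The same holds for *RPL22B*, with an inferred 6 footprint reads in wild type.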

Other observations

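The carry-over, single-entry and ribosomal protein length tests were chosen only after the results were seen, and the others were set before their values were computed, although the medians of the middle meiotic and ribosomal protein genes as deposited, and the changes of *IDI1* and *SIT1*, had been seen by then. *SIT1*, *MES1* and *MNE1* were chosen after their values were seen.

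*DBP1* was listed above 0 in both deletion libraries, at 1.59% of its wild-type footprint value and 2.21% of its wild-type mRNA value. Reads carried over from the wild-type libraries could leave such a remainder, in which case no highly expressed entry should keep a smaller share. Among other entries with at least 200 wild-type reads, a limit set after the data were seen, the lowest share kept was 0.865% for footprints (*SRD1*, 4 deletion reads) and 3.29% for mRNA (*HXT10*). *HXT10* footprints, at an inferred 18 deletion reads, also kept a smaller share. Their ratio to wild type was 0.00897 (0.00540 to 0.0145), against 0.0159 for *DBP1* (0.0115 to 0.0216). The intervals overlapped those of *DBP1* in both assays. Overlap of intervals is not a test of their difference, so carry-over cannot be told apart from reads of another origin.

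Middle meiotic genes were lower in *dbp1Δ::kanMX6* cells while early meiotic genes were not. The highest median footprint change over the other scalings was −1.23, but each of those scalings lowers the changes of all entries, so this could not have come out otherwise. Without the 5 genes that fell most the median was −1.04, which adds little to the decrease of all 28 genes. Late sporulation genes were also low, with a median footprint change of −1.76 at percentile 0 of matched lists, and the set shares no gene with the middle meiotic set. These values are consistent with meiosis being less advanced in the *dbp1Δ::kanMX6* culture at collection. A slower culture by chance and an effect of the genotype cannot be separated with 1 culture of each. Outside these libraries, the study reported a sporulation defect of *dbp1Δ::kanMX6* cells over replicate cultures, at a later time and in another sporulation medium. Added *MRP51* rescued that defect and added *DBP1* did not, which favors an effect of the genotype on sporulation. If the cultures differ in stage, many of the 2-fold changes may follow from stage rather than directly from the loss of *DBP1* or the change in *MRP51*.

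Cytosolic ribosomal protein genes rose together. Reads shared between paralogs do not account for this, because the median footprint change of the 19 single-copy genes was 1.27, the same to 2 decimals as that of the paired genes. The lowest median over the other scalings was 0.92, so scaling does not account for it. The rise may be another sign that the cultures differed in physiological state, a hypothesis that these libraries cannot test further. The small TE decrease of these genes lay at percentile 1.30 of lists matched on expression but at 49.6 of lists matched on ORF length, so it could reflect their short ORFs. Over all entries the Spearman rho of TE change and ORF length was 0.107, below the limit of 0.2 set beforehand.

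*IDI1* mRNA was 3.42-fold higher, and *IDI1* lies beyond *MRP51*. If its pathway had risen as a whole, other mevalonate and ergosterol genes would have risen too. Their median mRNA change was at percentile 42.5 of matched lists, with 15 of 21 genes higher, so the set did not stand apart for mRNA. It stood higher for footprints (median 0.59, percentile 95.3) and TE (percentile 98.5, with 17 of 21 genes higher). *IDI1* itself moved the other way for TE, which was 1.64-fold lower (1.29 to 2.13). A local effect of the altered locus is a candidate explanation that was not tested.

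*SIT1*, which encodes an iron-siderophore transporter, had 11.2-fold lower mRNA and 12.2-fold lower footprints. The other iron-regulon genes were low as well, with a median mRNA change of −0.64 at percentile 0 of matched lists, and 19 of the 22 measured were lower. The set was listed after *SIT1* had been seen. These values suggest a lower iron-regulon response in the *dbp1Δ::kanMX6* culture, which could arise from the medium, the stage of the culture or the genotype.

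Of 15 mitochondrially encoded entries, 13 had higher mRNA in *dbp1Δ::kanMX6* cells, but several of the 15 share sequence and are not independent genes. The median of the entries other than Q0160, by far the highest, was 1.07, although leaving out 1 entry could not have altered a median or a count by much. A difference in RNA selection between the mRNA libraries could raise these transcripts together, and no comparison of these libraries can separate that from a change in the cells. Q0160 had 6865.2 and 6768.1 RPKM of footprints in wild type and *dbp1Δ::kanMX6* cells, whereas no other of these entries exceeded 1.6 RPKM.

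*MES1* and *MNE1* shared the combination seen for *MRP51*. *MES1* mRNA was 1.69-fold higher with footprints 4.08-fold lower, and *MNE1* mRNA was 1.53-fold higher with footprints 5.20-fold lower, from an inferred 193 to 38 and 85 to 13 footprint reads. Neither lies near *DBP1*.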
